A study of Mus musculus with 34 samples. Its data were reported in "CTCF controls three-dimensional enhancer network underlying the inflammatory response of bone marrow-derived dendritic cells" (2023).

How the data were processed

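The data were 30 deposited ChIP-seq peak lists from mouse bone marrow-derived dendritic cells (BMDCs), cultured for 6 days with GM-CSF, the cytokine that drives their differentiation. Cells carried a tamoxifen-inducible Cre recombinase alone (CTCF-WT) or together with loxP-flanked Ctcf alleles (CTCF-KO), and tamoxifen was given on the first day of culture. Per the labels, cells were left unstimulated or stimulated with LPS (lipopolysaccharide, a bacterial ligand of TLR4) at 100 ng/ml for 3 h. These conditions are called WT, WTLPS, KO and KOLPS. Lists for CTCF, the cohesin subunit SMC1, the NF-κB subunit p65 (RelA), H3K27ac, H3K27me3, H3K4me1 and H3K4me3 covered all 4 conditions. STAT5 lists covered WT and KO, after renewed GM-CSF for 15 min. The 4 input samples served the authors as controls and had no list of their own to use here.

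Sequencing libraries were made by tagmentation and sequenced as read pairs. The authors trimmed the reads, aligned them to mm10 with bwa, removed duplicates with picard and called peaks against input with MACS2. The methods describe peak calling for each replicate, while the study states elsewhere, for its experiments in general, that replicates were merged and processed again as combined data. Each condition and antibody has a single list, and the labels do not say whether it comes from 1 replicate or from pooled ones. The p65 lists alone are named as filtered against a set of problem regions. For STAT5, the labels and the study's list of antibodies name the same antibody against total STAT5 for ChIP-seq, while the methods give the catalogue number that this list has for phosphorylated STAT5 in western blots. For each peak the authors deposited a fold enrichment, which is a ratio of fragment pileup to local background, and the −log10 of its p-value and q-value. Lists for CTCF, SMC1, p65, STAT5, H3K27ac and H3K4me3 are narrow peaks with a summit. Lists for H3K27me3 and H3K4me1 are broad peaks, whose deposited fold and −log10 values are averages over a region. The study describes broad calling for H3K27ac and H3K27me3, which the layout of the H3K27ac and H3K4me1 lists does not match, and an FDR threshold for CTCF and SMC1, whose lists instead end at nearly the same p-value. Peak names in the H3K4me1 lists carry the mark of another antibody supplier than the labels, so it is not certain which antibody was used. The lowest −log10 p lay between 7.002 and 7.01 in the CTCF lists and between 7.001 and 7.01 in the SMC1 lists, and as low as 2.24 in the H3K4me1 lists, so that thresholds differ between antibodies. Fold and −log10 values were used only within a list, to rank, filter or describe its peaks.

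Every peak lay on one of the 21 standard chromosomes and no interval was repeated. All peak ends lay within the chromosome lengths of GRCm38 (mm10). An H3K4me3 peak lay at 56.2 to 57.2% of the start sites of 21938 protein-coding genes (GENCODE vM21), against at most 5.52% after a random circular shift, so coordinates of this build were used.

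The number of fragments is not in the lists, so the coverage of each library was recovered from the peaks. MACS2 computes the fold from a fragment pileup and a background level, each with 1 added, and p from the Poisson distribution. The whole number of fragments (up to 200) that gave back each peak's fold and −log10 p was found for peaks with −log10 p below 25. It matched −log10 p within 0.002 for at least 99.96% of narrow peaks and for 4.68 to 17.3% of broad peaks, of which only short uniform regions can match. The most frequent background level, in fragments covering a base, was taken as the coverage of the library. It rises with the number and the length of fragments and is not a read count. The read numbers given with the study differ less for H3K27ac. They also place the p65 library of WTLPS below those of WT and KOLPS, while its coverage lies above both. To compare narrow lists at a common coverage, the list of higher coverage was thinned: each fragment of a peak was kept with a chance equal to the ratio of the coverages, and the expected number of peaks that still reached the other list's lowest −log10 p was summed. Peaks with −log10 p of 25 or more were taken as kept.

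Peaks were called overlapped when at least 1 bp was shared with a peak of the other list. Each share was set beside the same share after 200 circular shifts of the other list. Shares have 95% Wilson intervals, given in parentheses, which cover counting error only. Where the same p65 sites were compared between 2 conditions, the interval of the difference came from the sites that changed. Histone marks were also compared by the Jaccard index, the bases covered in both lists divided by those covered in either. A promoter reached 2.5 kb to either side of the start of the longest transcript of each of 55413 annotated genes. Each peak was assigned to a promoter, an exon, an intron or the space outside genes, in that order. Motifs were searched on both strands within 50 bp of the summit and in windows of the same length 1 kb to either side, as exact matches to CCASYAGRKGGC for CTCF and SMC1 lists, GGGRNWYYCC for p65 and TTCYNRGAA for STAT5, in IUPAC letters.

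With 1 list per antibody and condition, the spread between replicates cannot be estimated, so no test between conditions was run. WT was compared with KO, WTLPS with KOLPS, WT with WTLPS and KO with KOLPS, 29 pairs of lists in all. The comparisons, the motifs, the promoter definition and most alternatives were fixed before the data were examined. So was the rule for named items: 10 loci that the study discusses, and the 3 peaks with the highest −log10 q in each of 4 sets, namely the WTLPS p65 list, WT STAT5 peaks that no KO peak overlaps, KO CTCF peaks that a WT peak overlaps and WT CTCF peaks that no KO peak overlaps. All of these loci are given below, though not every peak at each. At all but Irak2, the presence of a CTCF, SMC1, p65, STAT5 or H3K4me3 peak differs between conditions.

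Alternatives were a stricter threshold (−log10 q of at least 10 for CTCF, SMC1, H3K27ac and H3K27me3 and of at least 5 for the others), peaks within 500 bp merged, 50% of a peak covered by a single peak of the other list, a promoter of 1 kb, the start sites of all transcripts, a motif within 100 bp, and 1 mismatch in the motif. Added after seeing the data were a common lowest −log10 p for all lists of an antibody, lists thinned to a common coverage, chromosomes X and Y left out, and promoters of protein-coding genes only. The genotype, the treatment and the antibody of each list came from the labels. Numbers were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and samtools 1.23.1, and plotted with Matplotlib 3.10.9. The overlap, location, motif and coverage steps were tested on simulated data. All planted overlaps, locations and motifs were recovered. Of 4000 simulated peaks, 2760 were expected to remain after thinning and 2757 remained when fragments were drawn.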

Results

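CTCF, cohesin, transcription factor and histone mark occupancy was profiled by ChIP-seq in BMDCs with and without CTCF, before and after LPS stimulation. The series holds 34 samples, of which 30 have a peak list, 1 for each antibody and condition, and 4 are inputs. There were no separate replicates to compare. Peak lists held between 504 and 96475 peaks. The coverage of the libraries, as the mean number of fragments covering a background base, ranged from 0.705 to 5.76 and differed between the conditions of an antibody by at most 1.60 times, in the H3K27ac libraries.

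The peak lists do not measure the deletion of Ctcf itself. At Ctcf (chromosome 8, 105636568 to 105682922, start site at 105636579), H3K4me3 peaks lay at the promoter in all 4 conditions. CTCF peaks lay over the gene in WT (4 peaks) and WTLPS (5 peaks), and none was called there in KO or KOLPS. The genotype labels can thus be judged only by CTCF peaks across the genome. Coordinates here and below are 1-based and in GRCm38 (mm10).

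The first question was how far CTCF loss changed CTCF occupancy. The CTCF list held 60537 peaks in WT, 54020 in WTLPS, 20151 in KO and 11576 in KOLPS. The KO to WT ratio of peak counts was 0.333 without LPS and 0.214 with LPS. The stricter threshold moved these ratios most, to 0.229 and 0.133. The CTCF libraries had a background of 3.74, 3.53, 2.95 and 2.82 fragments per base in WT, WTLPS, KO and KOLPS. After thinning to the KO coverage, 52758 of the WT peaks were expected to remain, and 47610 of the WTLPS peaks at the KOLPS coverage.

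**Figure D1:**
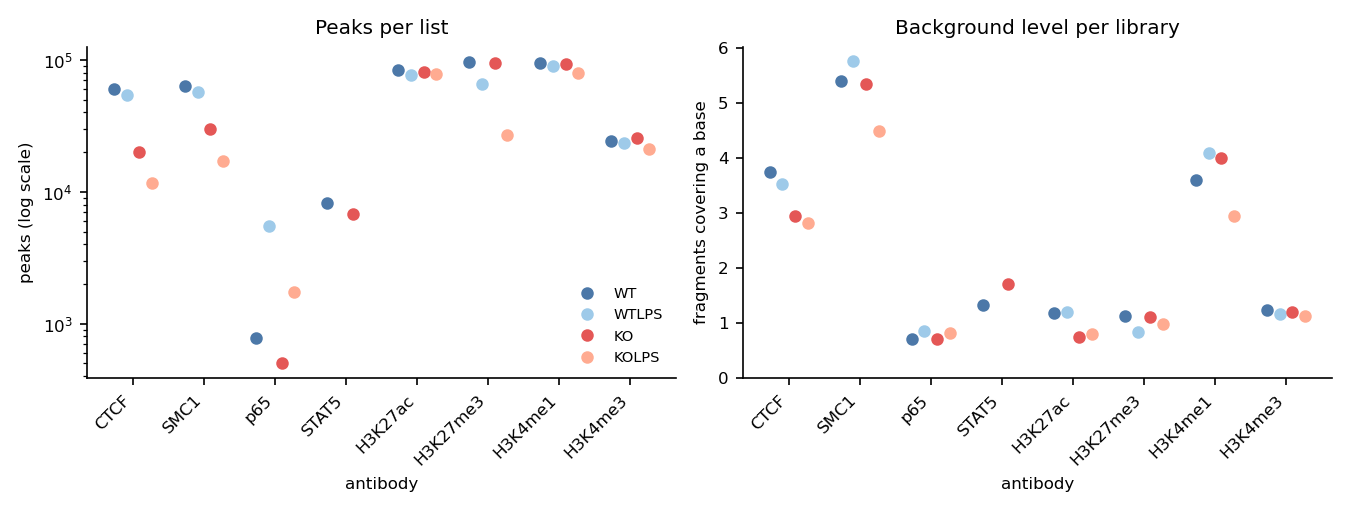
Peaks per list (left, log scale) and coverage of each library in fragments covering a background base (right) for 8 antibodies, 1 point per list. CTCF and SMC1 lists of KO and KOLPS hold fewer peaks than those of WT and WTLPS, and p65 lists hold more peaks with LPS, with 5465 in WTLPS and 1752 in KOLPS.

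Of the WT CTCF peaks, 23.7% (23.4 to 24.1%) were overlapped by a KO peak, and 17.5% (17.2 to 17.8%) of the WTLPS peaks by a KOLPS peak. When 50% of the peak had to be covered by a single partner peak, which moved the share most, 5.64% and 2.91% were overlapped. The median peak was 662 bp wide in WT and 432 bp in KO. In the other direction, 76.7% (76.1 to 77.3%) of the KO peaks were overlapped by a WT peak. With LPS in CTCF-WT cells, 89.5% (89.3 to 89.8%) of the WTLPS peaks were overlapped by a WT peak and 79.4% (79.0 to 79.7%) of the WT peaks by a WTLPS peak. In CTCF-KO cells, 90.1% (89.5 to 90.6%) of the KOLPS peaks were overlapped by a KO peak, but 50.7% (50.01 to 51.4%) of the KO peaks by a KOLPS peak. Across all antibodies and pairs, shifted lists gave at most 4.60% for CTCF, SMC1, p65 and STAT5 and 18.8% for histone marks, and each of the 58 shares lay above all of its 200 shifted values.

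WT CTCF peaks that were still overlapped in KO were mostly strong ones. In the strongest 10% of WT peaks, ranked by their own −log10 q, 94.6% were overlapped by a KO peak, against 3.70% in the weakest 10%. With LPS these shares were 80.5% and 1.91%. A CTCF motif lay at 7.62% (7.41 to 7.83%) of WT summits and 12% (11.5 to 12.4%) of KO summits, while windows 1 kb away held it in 0.137% and 0.134%. Allowing 1 mismatch moved these shares most, to 35.6% in WT and 31.0% in KO, which reversed their order. The shares were 7.46% (7.24 to 7.68%) in WTLPS and 14.4% (13.7 to 15.0%) in KOLPS. KO peaks that a WT peak overlapped carried the motif in 15.6% (15.0 to 16.2%) of cases. Of the 4694 KO peaks without a WT peak, 1 carried it, and of the 1613 KOLPS peaks without a WTLPS peak 0 did, which allows a share of up to 0.238%.

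**Figure D2:**
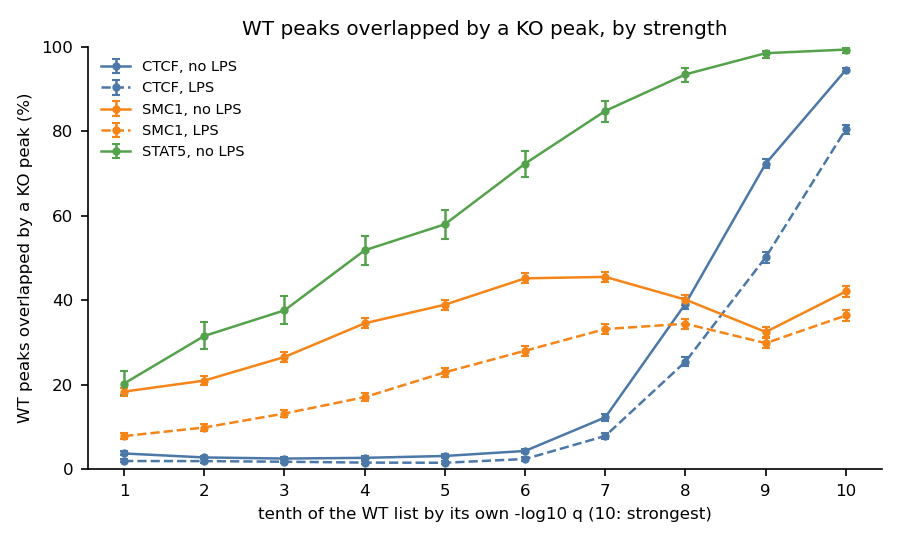
Share of WT peaks overlapped by a KO peak (solid lines) and of WTLPS peaks overlapped by a KOLPS peak (dashed lines), in percent, for 10 equal groups of each list ordered by −log10 q. Points are shares and bars 95% Wilson intervals. The CTCF shares without LPS rise to 94.6% in the strongest group, while the SMC1 shares without LPS peak at 45.5% in group 7.

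The 3 strongest KO CTCF peaks that a WT peak overlapped lay at chromosome 2, 98666250 to 98667315, chromosome 9, 35305233 to 35305576 and chromosome 9, 3000066 to 3000653, at the promoters of Gm10800, Gm33838 and Gm10722. Their folds were 2.87, 4.74 and 4.76, and peaks lay at these places in 26, 25 and 24 of the 30 lists, 4 of which, those of p65, are named as filtered against problem regions. The 3 strongest WT CTCF peaks without a KO peak lay at chromosome 6, 103739199 to 103740279 (Chl1 intron, fold 36.9), chromosome 3, 7330852 to 7333576 (outside genes, fold 36.3) and chromosome 7, 62399518 to 62401164 (Gm32061 intron, fold 34.6).

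Next, SMC1 was compared in the same way, since cohesin and CTCF share many sites. SMC1 lists held 63638, 57354, 29965 and 17241 peaks in WT, WTLPS, KO and KOLPS. The KO to WT ratio was 0.471 without LPS and 0.301 with LPS, at a background of 5.40, 5.76, 5.34 and 4.49 fragments per base. A KO peak overlapped 34.5% (34.1 to 34.8%) of WT SMC1 peaks, and a KOLPS peak 23.3% (22.9 to 23.6%) of WTLPS peaks. In WT, 53.9% (53.5 to 54.3%) of SMC1 peaks overlapped a CTCF peak of the same condition, and 53.9% (53.5 to 54.3%) in WTLPS, 12.7% (12.4 to 13.1%) in KO and 12.7% (12.2 to 13.2%) in KOLPS. The stricter threshold moved the WT share most, to 64.4%.

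WT SMC1 peaks that overlapped a CTCF peak were overlapped by a KO SMC1 peak in 16.3% (15.9 to 16.7%) of cases, and those without a CTCF peak in 55.7% (55.1 to 56.3%). Among WT SMC1 peaks with H3K27ac, 64.6% (63.9 to 65.2%) were kept, against 17.7% (17.3 to 18.1%) without it. The lowest share, 9.46% (9.13 to 9.80%), was that of peaks with CTCF and without H3K27ac, and the highest, 69.2% (68.6 to 69.9%), that of peaks with H3K27ac and without CTCF. With LPS the same groups had 6.23% (5.94 to 6.53%) and 49.6% (48.9 to 50.4%). The share kept did not rise steadily with peak strength: it was 45.5% in group 7 of 10, 32.5% in group 9 and 42.1% in group 10. With LPS, groups 8, 9 and 10 had 34.4%, 29.8% and 36.4%. A CTCF motif lay at 7.1% (6.90 to 7.30%) of WT SMC1 summits, 7.12% (6.91 to 7.33%) in WTLPS, 1.56% (1.42 to 1.70%) in KO and 1.80% (1.61 to 2.01%) in KOLPS.

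**Figure D3:**
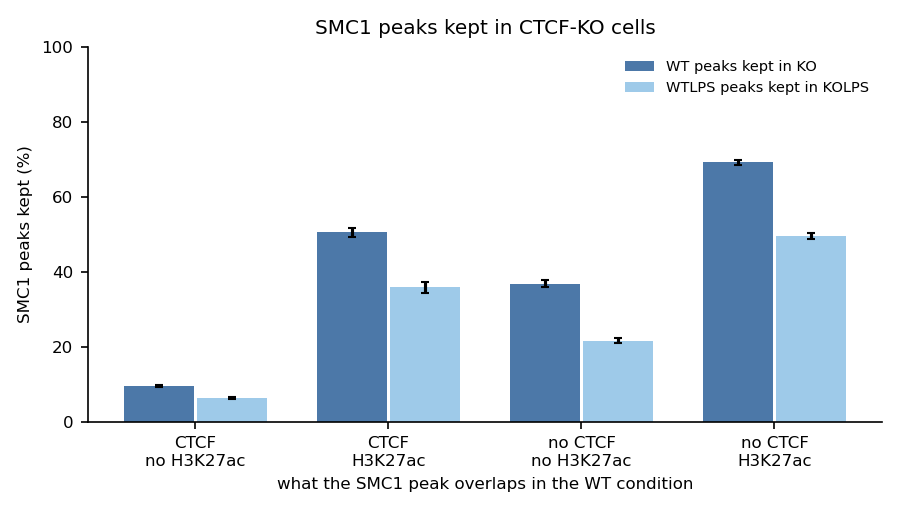
Share of WT SMC1 peaks overlapped by a KO SMC1 peak, and of WTLPS peaks overlapped by a KOLPS peak, in percent, split by whether they overlap a CTCF or an H3K27ac peak of the WT condition. Bars are shares with 95% Wilson intervals. Shares without LPS run from 9.46% to 69.2%.

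The study asked whether CTCF is needed for NF-κB binding after LPS. The p65 lists held 781 peaks in WT, 5465 in WTLPS, 504 in KO and 1752 in KOLPS. Counts were 6.997 times higher with LPS in CTCF-WT cells and 3.48 times higher in CTCF-KO cells. The lowest −log10 p was 6.05 in WT and 4.35 in WTLPS, but 5.46 in KO and 5.39 in KOLPS. The same ratios were 5.78 and 3.35 with lists thinned to a common coverage, and 5.99 and 3.87 under the stricter threshold. The KOLPS to WTLPS ratio was 0.321, and 0.334 with WTLPS thinned to the KOLPS coverage. Of the WTLPS peaks, 13.3% (12.4 to 14.2%) were overlapped by a WT peak and 22.7% (21.6 to 23.9%) by a KOLPS peak. Conversely, 72.0% (69.9 to 74.1%) of the KOLPS peaks were overlapped by a WTLPS peak. The p65 motif lay at 29.96% (26.9 to 33.3%) of WT, 11.9% (11 to 12.8%) of WTLPS, 23.0% (19.6 to 26.9%) of KO and 12.6% (11.1 to 14.3%) of KOLPS summits, against at most 1.59% in windows 1 kb away.

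The 3 strongest WTLPS p65 peaks lay at chromosome 17, 13009768 to 13010795 (Sod2 promoter, fold 87.8), chromosome 19, 6870544 to 6871426 (outside genes, 12799 bp from the start of Ccdc88b, fold 80.3) and chromosome 3, 79173054 to 79173753 (Rapgef2 intron, fold 67.9). Peaks lay at these places in 25, 20 and 23 of the 30 lists. The summit of the Sod2 peak lay in an intron, 2425 bp from the start site and so just inside the promoter as defined here.

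At the WTLPS p65 sites, an SMC1 peak was present at 72.4% (71.2 to 73.5%) in WT, 88.0% (87.1 to 88.8%) in WTLPS, 66.8% (65.6 to 68.1%) in KO and 65.2% (63.9 to 66.4%) in KOLPS. Over all WTLPS SMC1 peaks, the share overlapped by SMC1 peaks of WT, KO and KOLPS was 81.9%, 34.6% and 23.3%. Thus SMC1 was retained in KO and KOLPS more often at p65 sites than at SMC1 peaks in general. An H3K27ac peak was present at 64.6% (63.3 to 65.9%), 75.4% (74.2 to 76.5%), 66.2% (65 to 67.5%) and 66.3% (65 to 67.5%) of the sites in the same order, and over all WTLPS H3K27ac peaks the shares for WT, KO and KOLPS were 57.3%, 43.6% and 41.2%. The stricter threshold moved the SMC1 shares most, to 61.2%, 81.2%, 50.2% and 45.4%. These sites were defined in WTLPS. At the 1752 p65 sites of KOLPS, a set examined only after the data were seen, the SMC1 shares were 81.3%, 87.0%, 84.8% and 89.7% and the H3K27ac shares 70.8%, 75.5%, 80.1% and 77.6%.

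**Figure D4:**
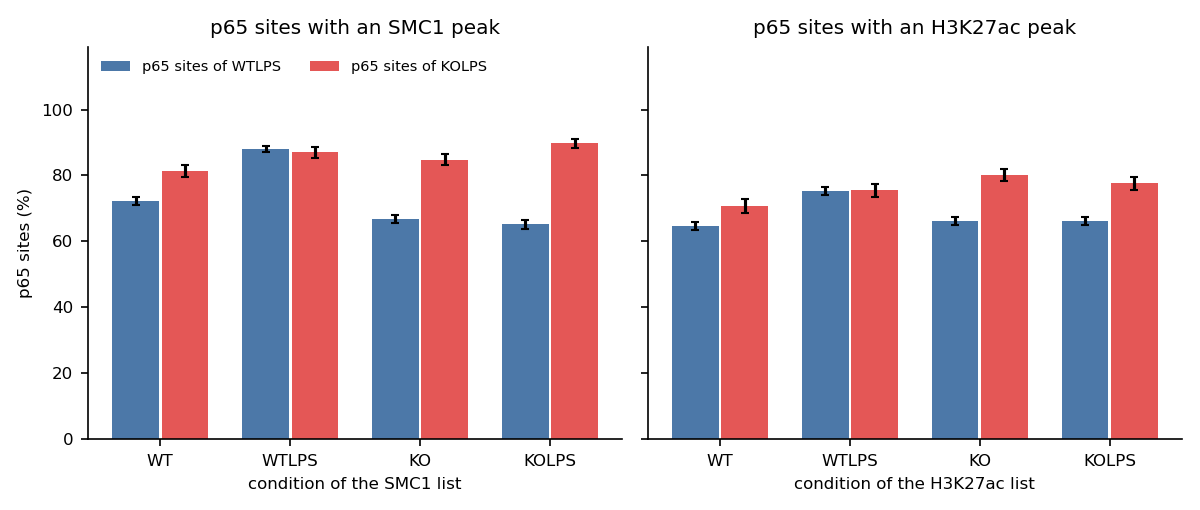
Share of p65 sites with an SMC1 peak (left) or an H3K27ac peak (right) of each condition, in percent, for the p65 sites of WTLPS and of KOLPS. Bars are shares with 95% Wilson intervals. At WTLPS sites the SMC1 share is 88.0% in WTLPS and 65.2% in KOLPS, and at KOLPS sites 87.0% and 89.7%.

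STAT5 was profiled to ask whether GM-CSF signalling depends on CTCF. The WT list held 8185 peaks and the KO list 6850, a ratio of 0.837. The KO library had the higher coverage, with 1.70 against 1.33 fragments per base, and thinned to the WT coverage the ratio was 0.798. A KO peak overlapped 64.8% (63.7 to 65.8%) of the WT peaks, leaving 2882 without, and a WT peak overlapped 77.2% (76.2 to 78.2%) of the KO peaks, leaving 1559. In the strongest 10% of WT peaks 99.4% were overlapped, and in the weakest 20.3%. The STAT5 motif lay at 31.0% (30.04 to 32.0%) of WT and 31.5% (30.4 to 32.6%) of KO summits, and at 20.2% (18.8 to 21.7%) of the WT summits without a KO peak. Of the 3 strongest WT peaks without a KO peak, the one at chromosome 12, 103992225 to 103993172 (Gm28577 intron) had a fold of 28 and a peak in 3 of the 30 lists. The others, at chromosome 2, 98665030 to 98665217 and chromosome 9, 3022029 to 3022222, lay at the promoters of Gm10800 and Gm10718 and had folds of 4.08 and 4.74 and peaks in 11 and 16 of the 30 lists.

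**Figure D5:**
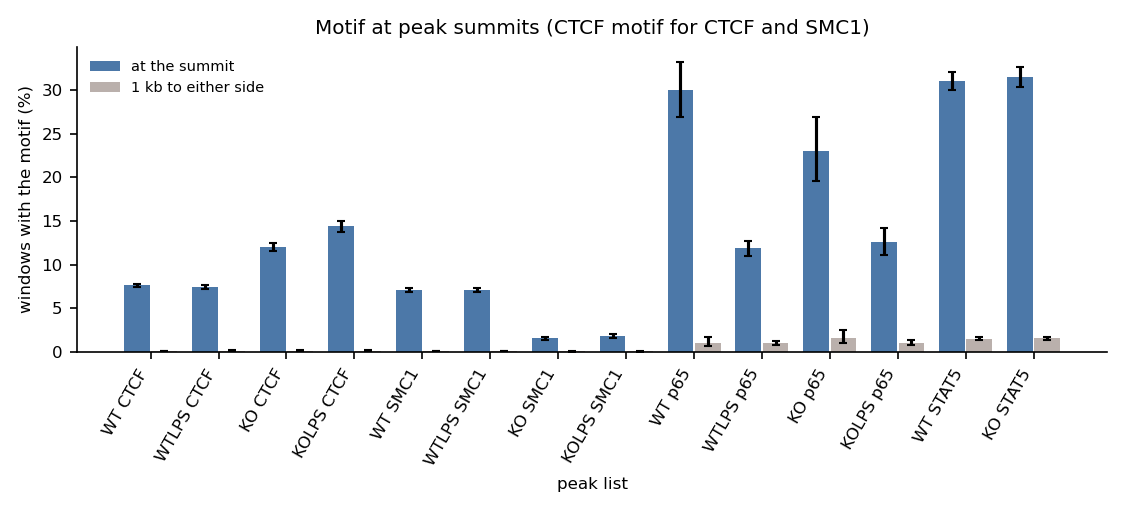
Share of windows with the motif, in percent, at peak summits and 1 kb to either side, for each list with summits of CTCF, SMC1, p65 and STAT5. Bars are shares with 95% Wilson intervals. SMC1 summits carry the CTCF motif in 7.1% of cases in WT and 1.56% in KO.

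Histone marks were compared to ask how the chromatin state changed. H3K27ac lists held 83461, 77050, 81404 and 78202 peaks in WT, WTLPS, KO and KOLPS, H3K4me3 lists 24135, 23314, 25460 and 20960, H3K4me1 lists 94694, 89884, 93525 and 79120 and H3K27me3 lists 96475, 65880, 95080 and 26960. H3K27ac covered 60.9, 59.6, 41.3 and 32.4 Mb, at a background of 1.17, 1.2, 0.748 and 0.801 fragments per base. Thinned to a common coverage, the KO to WT ratio of H3K27ac peak counts went from 0.975 to 1.22 without LPS and from 1.01 to 1.22 with LPS. With peaks within 500 bp merged instead, the ratios were 0.872 and 0.910. The H3K27me3 lists had different lowest −log10 p values, 2.72, 3.03, 2.75 and 3.47. Their lowest −log10 q values were nearly the same, between 1.003 and 1.005. With 3.47 as the lowest value in all of them, they held 47181, 61556, 46681 and 26960 peaks, and the WTLPS to WT ratio reversed from 0.683 to 1.30.

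Jaccard indices between WT and KO were 0.732, 0.641, 0.405 and 0.356 for H3K4me3, H3K4me1, H3K27ac and H3K27me3, and between WTLPS and KOLPS 0.723, 0.490, 0.335 and 0.167. Between WT and WTLPS they were 0.760, 0.698, 0.427 and 0.304, and between KO and KOLPS 0.707, 0.531, 0.419 and 0.123. The stricter threshold was the only alternative run for the index. Measured as a difference, that of H3K4me1 between WT and WTLPS moved most, to 0.142, where only 732 and 2516 peaks passed. Measured as a ratio, that of H3K4me1 between WTLPS and KOLPS moved most, to 0.00469, where 2516 and 128 peaks passed. At the promoters of protein-coding genes, 98.1% of the 12431 with an H3K4me3 peak in WT also had one in KO, and 96.9% of the 12511 in WTLPS had one in KOLPS.

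Promoters held 20.3% (19.99 to 20.6%) of CTCF peaks in WT and 31.9% (31.3 to 32.6%) in KO, and with LPS 20.4% (20.1 to 20.7%) and 28% (27.2 to 28.8%). For SMC1 the shares were 20.8% (20.5 to 21.1%) in WT, 20.04% (19.7 to 20.4%) in WTLPS, 27% (26.5 to 27.5%) in KO and 27.8% (27.1 to 28.5%) in KOLPS. For p65 they were 19.7% (17.1 to 22.7%), 18.8% (17.8 to 19.9%), 27.6% (23.9 to 31.6%) and 31.7% (29.5 to 33.9%) in the same order, and for STAT5 18.5% (17.7 to 19.4%) in WT and 19% (18.1 to 19.9%) in KO. A promoter of 1 kb and the start sites of all transcripts moved the WT CTCF share most, to 11.2% and 29.4%. Of the WTLPS p65 peaks, 4435 (81.2%) lay outside promoters, 38.9% in introns and 37.3% outside genes. A p65 peak lay at the promoters of 1100 annotated genes in WTLPS and 654 in KOLPS. Promoters held 63.7%, 66.3%, 64.9% and 72.4% of H3K4me3 peaks in WT, WTLPS, KO and KOLPS, and 26.6%, 25.5%, 30.5% and 30.004% of H3K27ac peaks. The shares were 26.2%, 27.3%, 26.1% and 24.3% for H3K4me1 and 17%, 18.4%, 17.3% and 20.3% for H3K27me3.

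Among the 10 loci chosen in advance, Il6 (chromosome 5, 30013114 to 30019981, start site at 30013144) had 1, 14, 1 and 2 p65 peaks within 200 kb of its start site in WT, WTLPS, KO and KOLPS, with a peak at the promoter in WTLPS (fold 16.2) and KOLPS (fold 6.60). CTCF peaks within 200 kb numbered 25, 25, 6 and 1 in the same order, and those at the promoter 2, 2, 1 and 0. A STAT5 peak lay at the promoter in KO only. It was weak (fold 3.70, −log10 q 1.91, against a lowest value of 1.34 in that list). The KO STAT5 library also had the higher coverage. Il12a (chromosome 3, 68690644 to 68698547, start site at 68690644) had 0, 8, 0 and 0 p65 peaks within 200 kb and none at the promoter. Il12b (chromosome 11, 44400063 to 44414033, start site at 44400063) had 1, 8, 1 and 2, with a promoter peak in WTLPS only (fold 10.8), and an H3K4me3 peak at the promoter in WTLPS and KOLPS only. Acod1 (chromosome 14, 103046977 to 103056573, start site at 103046977) had 3, 11, 1 and 5 p65 peaks within 200 kb, with a promoter peak in WT, WTLPS (fold 26.1) and KO. No p65 peak was called at its promoter in KOLPS, and the SMC1 peak there was missing in KO only. Il36a, named Il1f6 in the annotation (chromosome 2, 24215418 to 24225702), had 0, 7, 0 and 3 p65 peaks within 200 kb, with promoter peaks in WTLPS (fold 15.1) and KOLPS (fold 4.95) and an SMC1 peak at the promoter in WTLPS only. Ch25h (chromosome 19, 34473778 to 34475164, start site at 34475164) had 2, 10, 1 and 2 p65 peaks within 200 kb, none of them at the promoter, and an SMC1 peak at the promoter in WTLPS only.

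Aldh1a2 (chromosome 9, 71215789 to 71296243, start site at 71215789) and Chst3 (chromosome 10, 60181532 to 60219260, start site at 60219260) each had a CTCF peak at the promoter in WT and WTLPS and none in KO or KOLPS. Their H3K4me3 promoter peaks were present in all 4 conditions. An SMC1 peak lay at the Aldh1a2 promoter in WT, KO and KOLPS and at the Chst3 promoter in KO only. Trim25 (chromosome 11, 88999376 to 89020293, start site at 88999376) had a p65 peak at the promoter in WTLPS only (fold 4.85), an SMC1 peak in all conditions but KOLPS, and 1 and 1 STAT5 peaks within 200 kb in WT and KO, none of them at the promoter. Irak2 (chromosome 6, 113638467 to 113695026, start site at 113638467) had 5 and 3 STAT5 peaks within 200 kb in WT and KO and 3, 8, 1 and 1 p65 peaks in WT, WTLPS, KO and KOLPS, none at the promoter. Its CTCF, SMC1 and H3K4me3 promoter peaks were present in all 4 conditions.

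Chromosome X held 2.06% (1.95 to 2.18%) of CTCF peaks in WT and 1.10% (0.967 to 1.26%) in KO, and 1.39% (1.30 to 1.48%) of SMC1 peaks in WT and 0.377% (0.314 to 0.453%) in KO. Without chromosomes X and Y, the KO to WT ratios of peak counts were 0.336 for CTCF and 0.476 for SMC1. Chromosome Y held 23, 20, 3 and 3 H3K4me3 peaks in WT, WTLPS, KO and KOLPS. In the same order it held 33, 28, 31 and 30 CTCF peaks and 22, 18, 17 and 18 SMC1 peaks. For H3K27ac it held 18, 16, 21 and 19. None of these shows a drop in KO like that of H3K4me3, so they give no sign of a sex difference in those libraries. Lists of the other antibodies held at most 9. The study describes its controls as matched for sex, but the labels give no sex for any list. Genotype and sex are thus not separated for H3K4me3, and for the other antibodies peak counts alone do not settle it.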

Values the study reported

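The study reported 5465 RelA binding sites in BMDCs of normal genotype after LPS, and placed 4153 of them, over 76%, away from promoters. It counted 846 genes (499 plus 347) whose promoters overlapped RelA peaks in these cells, and took promoters as 2.5 kb to either side of the start of expressed genes. For STAT5, it gave 6714 peaks as lost when CTCF was absent, called by a difference in enrichment.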

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

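The tests chosen only after their results were seen were those of coverage for the H3K27ac peak count and for H3K27ac at p65 sites, those of weak peaks for the H3K4me3 count and the H3K4me1 promoter share, that of split regions for the H3K4me3 count, that of coverage for the p65 motif share, the count site by site for SMC1 at p65 sites, and that of peaks outside the CTCF peaks of CTCF-WT cells for the motif share. Peak counts, promoter shares, motif shares and shares of overlap were examined for an LPS change that went opposite ways in CTCF-WT and CTCF-KO cells, and for a KO change that went opposite ways without and with LPS. Of 40 such contrasts over 20 values, 11 went opposite ways, and in 9 of these at least 1 of the changes was larger than its counting error. Those are given here. With 1 list per condition, none of these differences between groups was tested, and an effect of genotype or LPS itself stays open in each.

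The H3K27ac peak count was 83461 in WT and 81404 in KO, a fall, but 77050 in WTLPS and 78202 in KOLPS, a rise. The KO libraries had lower coverage. With the list of higher coverage in each pair thinned, KO exceeded WT in both settings, by 1.22 times without LPS and 1.22 times with it, so the opposite directions may come from coverage. Under the stricter threshold, without thinning, the ratios were 1.13 and 0.888, each reversed and again opposite to the other, which leaves this explanation open. The level depends on the length of fragments as well as their number, and the read numbers given with the study differ less, so fewer and shorter fragments cannot be told apart. With peaks within 500 bp merged, the KO to WT ratio was 0.872 and the KOLPS to WTLPS ratio 0.910, a fall in both settings. More, shorter peaks per region could thus also produce the rise. Thinning removes whole peaks and cannot split a region into several, so the ratios of 1.22 do not test this.

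For H3K4me3, the count rose from 24135 in WT to 25460 in KO without LPS and fell from 23314 in WTLPS to 20960 in KOLPS. Leaving out chromosomes X and Y kept the KO to WT ratio at 1.06, so peaks on these chromosomes do not account for the rise. They held only 589 and 23 of the WT peaks. A difference in sex could also act on other chromosomes, which this does not test, so it stays open. Under the stricter threshold the ratio was 1.01, with 17867 peaks in WT and 18099 in KO. This difference is within counting error, so weak peaks as the cause of the rise and a small rise among stronger peaks cannot be told apart. With peaks within 500 bp merged the ratio was 1.01, with 20504 regions in WT and 20736 in KO, again within counting error, so regions split into more peaks in KO stay open as well. Thinning left the ratio at 1.06.

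The share of WTLPS p65 sites with an SMC1 peak rose with LPS from 72.4% to 88.0% in CTCF-WT cells and fell from 66.8% to 65.2% in CTCF-KO cells. Site by site, a peak lay in KO only at 465 sites and in KOLPS only at 374, a fall of 1.67 percentage points that exceeds counting error. With the SMC1 lists thinned to the KOLPS coverage, the KO share was 63.4%, below that of KOLPS, so lower coverage could produce the fall, and whether fragments were fewer or only shorter cannot be told apart. The sites were also chosen in WTLPS cells. At the p65 sites of KOLPS, the SMC1 share rose from 84.8% in KO to 89.7% in KOLPS, so the choice of sites may set the direction. These sites are fewer than those of WTLPS and lie in part elsewhere.

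The share of WTLPS p65 sites with an H3K27ac peak was 64.6% in WT and 66.2% in KO, but 75.4% in WTLPS and 66.3% in KOLPS. With the H3K27ac lists thinned to the lowest coverage, the WTLPS share was 73.2%, still above KOLPS, which argues against coverage as the whole cause. At the p65 sites of KOLPS the share was 75.5% in WTLPS and 77.6% in KOLPS, no lower, so the choice of sites in WTLPS is a candidate explanation here too.

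CTCF peaks at promoters made up 20.3% in WT and 20.4% in WTLPS, within counting error, but 31.9% in KO and 28% in KOLPS. Thinned to the KOLPS coverage, the KO share was 31.7%, and with peaks placed by their summit the KOLPS share was 26.4% against 29.7% in KO. Neither coverage nor peak width accounts for the fall. The exact CTCF motif within 50 bp was present at 7.62% in WT and 7.46% in WTLPS, within counting error, but at 12% in KO and 14.4% in KOLPS, with 12.6% in KO after thinning, which coverage alone does not bring to the KOLPS share. In CTCF-WT cells the direction depended on the search: the share rose from 11.1% to 11.7% within 100 bp and fell from 35.6% to 34.7% with 1 mismatch.

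Peaks that no CTCF peak of CTCF-WT cells under the same treatment overlapped, which lack the motif and lie mostly at promoters, made up 23.3% of the KO list (set against WT) and 13.9% of the KOLPS list (set against WTLPS). Without them the KOLPS promoter share was 23.3% against 24.6% in KO, so that the gap shrank from 3.92 to 1.35 percentage points. The motif share was 16.7% in KOLPS against 15.6% in KO, and its gap shrank from 2.41 to 1.11 points. Both remaining gaps exceed counting error, so these peaks may explain much of both changes but not all.

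The share of p65 peaks with the motif was 29.96% in WT and 23.0% in KO, a fall of 6.95 percentage points. With LPS it was 11.9% in WTLPS and 12.6% in KOLPS, a rise within counting error. With 1 mismatch allowed, the share with LPS fell as well, from 36.9% to 36.5%, so the opposite directions depend on the search. Thinned to the KO coverage, which differs little, the WT share was 29.97%, and with a common lowest −log10 p, which removed 2 KO peaks, the KO share was 23.1%. Neither accounts for the fall. No other explanation was tested.

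The share of SMC1 peaks at promoters fell with LPS from 20.8% to 20.04% in CTCF-WT cells and rose, just beyond counting error, from 27% to 27.8% in CTCF-KO cells. The size of this rise depends on the promoter definition. It went from 34.3% to 34.6% with the start sites of all transcripts and from 19.3% to 19.6% with protein-coding genes. With a promoter of 1 kb it went from 18.2% to 19%. The WTLPS library had the higher coverage. Thinned to the WT coverage its share was 20.1%, which argues against coverage for the fall in CTCF-WT cells. For the rise in CTCF-KO cells coverage was not tested and stays open, with 5.34 fragments per base in KO and 4.49 in KOLPS. No other explanation was tested, and the change is small.

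H3K4me1 peaks at promoters rose with LPS from 26.2% to 27.3% in CTCF-WT cells and fell from 26.1% to 24.3% in CTCF-KO cells. Among the stronger 50% of each list the KOLPS share was 27.9%, still below the KO share of 31.7%, while the weaker 50% had 20.6% in KOLPS and 20.5% in KO, which argues against weak peaks as the cause. Among the few peaks past the stricter threshold, the KOLPS share was the higher, 54.7% of 128 against 46.8% of 378, within counting error. With each peak placed by its midpoint alone, the share was 18.1% in KOLPS and 18.3% in KO, within counting error. The narrower KOLPS peaks, with a median of 1105 bp against 1366 bp in KO, may thus produce the fall. Broad peaks could not be thinned, and the KOLPS library had the lowest coverage of the 4.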

How the results depend on the processing

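No paired analysis was possible because the labels give 1 sample per antibody and condition. Alternatives gave 605 values for 232 results. Shares were called unchanged within their 95% interval, and counts and count ratios within 1.5 times with the ratio on its side of 1. Jaccard indices have no such interval, and any change in them was called moved. Left out are 26 values that a setting left exactly as they were, such as broad lists with peaks within 500 bp merged. By that measure 194 values were unchanged, 400 moved and 11 ratios reversed. Chosen only after the data were seen were the tests with a common lowest −log10 p, with thinned lists, without chromosomes X and Y and with protein-coding genes only. The cause of a change was not tested except where stated.

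Under the stricter threshold every list was smaller, by construction. CTCF counts were 40348, 35802, 9227 and 4767 in WT, WTLPS, KO and KOLPS. SMC1 counts were 37945, 35088, 10354 and 5350 in WT, WTLPS, KO and KOLPS. H3K27ac counts were 13505, 10999, 15271 and 9766 in WT, WTLPS, KO and KOLPS. H3K27me3 counts were 23, 20, 31 and 37 in WT, WTLPS, KO and KOLPS. H3K4me1 counts were 732, 2516, 378 and 128 in WT, WTLPS, KO and KOLPS. The other 10 counts stayed within 1.5 times. Of the count ratios, those of H3K27ac reversed to 1.13 for KO over WT and 0.888 for KOLPS over WTLPS. H3K27me3 ratios reversed to 1.19 for KOLPS over KO, 1.35 for KO over WT and 1.85 for KOLPS over WTLPS. H3K4me1 ratios reversed to 3.44 for WTLPS over WT. The H3K27me3 values rest on 20 to 37 peaks per list. Without reversing, CTCF ratios moved to 0.133 for KOLPS over WTLPS. SMC1 ratios moved to 0.273 for KO over WT and 0.152 for KOLPS over WTLPS. H3K27ac ratios moved to 0.640 for KOLPS over KO. H3K4me1 ratios moved to 0.339 for KOLPS over KO, 0.516 for KO over WT and 0.0509 for KOLPS over WTLPS. H3K27ac Jaccard indices became 0.456, 0.412, 0.442 and 0.334 for WT with WTLPS, KO with KOLPS, WT with KO and WTLPS with KOLPS. H3K27me3 Jaccard indices became 0.422, 0.217, 0.534 and 0.309 for WT with WTLPS, KO with KOLPS, WT with KO and WTLPS with KOLPS. H3K4me1 Jaccard indices became 0.142, 0.199, 0.0996 and 0.00469 for WT with WTLPS, KO with KOLPS, WT with KO and WTLPS with KOLPS. H3K4me3 Jaccard indices became 0.787, 0.732, 0.761 and 0.746 for WT with WTLPS, KO with KOLPS, WT with KO and WTLPS with KOLPS. The 13 indices of other antibodies moved too, as did the covered length of 16 of 30 lists.

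Merging peaks within 500 bp gave 54962, 47939 and 48278 H3K27ac regions in WT, KO and KOLPS. It reversed the H3K27ac ratios to 1.01 for KOLPS over KO and 0.910 for KOLPS over WTLPS, and kept the other 19 ratios of narrow lists on their side of 1. Broad lists had no peaks to merge, so their ratios were not tested by it. A common lowest −log10 p gave 47181 and 46681 H3K27me3 peaks in WT and KO and kept 20 others within 1.5 times. The lists that set the common value could not change. Count ratios became 1.30 for WTLPS over WT and 0.578 for KOLPS over KO in H3K27me3 and 1.07 for KO over WT in H3K4me1. Thinning to a common coverage reversed the H3K27ac KO over WT ratio to 1.22, since the KO library had the lower coverage, and kept the other 20 ratios of narrow lists. Broad lists could not be thinned. Coverage limits the weaker peaks: 52758 of the 60537 WT CTCF peaks were expected at the KO coverage. All 29 ratios stayed within 1.5 times and on their side of 1 without chromosomes X and Y.

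Overlap shares are named here by the list and its partner. With the stricter threshold in both lists, CTCF shares were 20.7%, 12.5%, 94.4% and 96.1% for WT with KO, WTLPS with KOLPS, WTLPS with WT and KOLPS with KO. SMC1 shares were 23.1%, 13.3%, 85.6% and 81.7% for WT with KO, WTLPS with KOLPS, WTLPS with WT and KOLPS with KO. p65 shares were 24.1% and 15.4% for WTLPS with KOLPS and WTLPS with WT. STAT5 was 67.6% for WT with KO. With it in the first list only, CTCF shares were 34.2%, 25.5%, 99.1% and 99.6% for WT with KO, WTLPS with KOLPS, WTLPS with WT and KOLPS with KO. SMC1 shares were 40.9%, 30.5%, 95.8% and 95.6% for WT with KO, WTLPS with KOLPS, WTLPS with WT and KOLPS with KO. p65 shares were 47.3%, 28.6%, 17.1% and 27.1% for WT with KO, WTLPS with KOLPS, WTLPS with WT and KOLPS with KO. STAT5 was 72.7% for WT with KO. With 50% of the peak covered, CTCF shares were 5.64%, 2.91%, 86.5% and 88.2% for WT with KO, WTLPS with KOLPS, WTLPS with WT and KOLPS with KO. SMC1 shares were 26.3%, 13.9%, 77.1% and 75.7% for WT with KO, WTLPS with KOLPS, WTLPS with WT and KOLPS with KO. p65 shares were 16.0%, 7.52% and 18.4% for WTLPS with KOLPS, WTLPS with WT and KOLPS with KO. STAT5 was 61.4% for WT with KO. Thinned to the partner's coverage, CTCF shares were 26.8% and 19.6% for WT with KO and WTLPS with KOLPS. SMC1 shares were 25.6% and 83.5% for WTLPS with KOLPS and WTLPS with WT. p65 was 15.7% for WTLPS with WT. Histone mark shares and shares in the other direction moved in 43 of 45, 43 of 45, 41 of 45 and 9 of 12 cases, in the same order of settings. Covering 50% lowered every one of them, and thinning raised every one.

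With 50% of the peak covered, 51.2%, 51.0%, 10.6% and 11.4% of SMC1 peaks had a CTCF peak in WT, WTLPS, KO and KOLPS. The p65 sites then had SMC1 in 69.7%, 64.3% and 61.6% for WT, KO and KOLPS. The p65 sites then had H3K27ac in 49.0%, 58.0%, 47.5% and 40.3% for WT, WTLPS, KO and KOLPS. Under the stricter threshold in both lists, 64.4%, 62.9% and 12.3% of SMC1 peaks had a CTCF peak in WT, WTLPS and KO. The p65 sites then had SMC1 in 61.2%, 81.2%, 50.2% and 45.4% for WT, WTLPS, KO and KOLPS. The p65 sites then had H3K27ac in 45.9%, 58.8%, 46.8% and 44.0% for WT, WTLPS, KO and KOLPS. Thinned to a common coverage, 69.2%, 84.8% and 63.4% of these sites had SMC1 in WT, WTLPS and KO and 62.2% and 73.2% of these sites had H3K27ac in WT and WTLPS.

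A promoter of 1 kb lowered every promoter share, by construction. CTCF shares became 11.2%, 11.3%, 16.3% and 14.3% in WT, WTLPS, KO and KOLPS. SMC1 shares became 12.4%, 11.7%, 18.2% and 19% in WT, WTLPS, KO and KOLPS. p65 shares became 11.9%, 10.7%, 16.3% and 22.9% in WT, WTLPS, KO and KOLPS. STAT5 shares became 10.2% and 10.5% in WT and KO. Start sites of all transcripts raised every one, by construction. CTCF shares became 29.4%, 29.6%, 39.8% and 35.4% in WT, WTLPS, KO and KOLPS. SMC1 shares became 29.0%, 28%, 34.3% and 34.6% in WT, WTLPS, KO and KOLPS. p65 shares became 26.8%, 25%, 34.9% and 38.6% in WT, WTLPS, KO and KOLPS. STAT5 shares became 25.4% and 25.1% in WT and KO. Protein-coding genes alone lowered every one, by construction. CTCF shares became 12.2%, 12.3%, 24% and 19.3% in WT, WTLPS, KO and KOLPS. SMC1 shares became 13.3%, 12.6%, 19.3% and 19.6% in WT, WTLPS, KO and KOLPS. p65 shares became 12.7%, 11.8%, 14.9% and 22.4% in WT, WTLPS, KO and KOLPS. STAT5 shares became 11.2% and 10.6% in WT and KO. The 16 shares of histone lists moved the same way.

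Searching within 100 bp of the summit raised every motif share, by construction. CTCF shares became 11.1%, 11.7%, 17.8% and 22.4% in WT, WTLPS, KO and KOLPS. SMC1 shares became 9.17%, 9.80%, 2.43% and 2.88% in WT, WTLPS, KO and KOLPS. p65 shares became 39.2%, 19.1%, 34.5% and 20.4% in WT, WTLPS, KO and KOLPS. STAT5 shares became 45.5% and 46.3% in WT and KO. Allowing 1 mismatch raised them further, by construction. CTCF shares became 35.6%, 34.7%, 31.0% and 34.6% in WT, WTLPS, KO and KOLPS. SMC1 shares became 26.6%, 27.1%, 4.32% and 4.92% in WT, WTLPS, KO and KOLPS. p65 shares became 57.7%, 36.9%, 45.4% and 36.5% in WT, WTLPS, KO and KOLPS. STAT5 shares became 58.5% and 56.8% in WT and KO. The order of KO above WT for the CTCF motif held within 100 bp and not with 1 mismatch.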

Other observations

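Chosen only after their results were seen were the tests of coverage for STAT5 and H3K27me3, those of weaker immunoprecipitation for SMC1, those of the lowest −log10 p for H3K27me3, the motif share of WTLPS CTCF peaks without a WT peak and the test of the Xist promoter.

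Lower coverage of the KO libraries might explain fewer peaks in them. Thinned to the coverage of the KO partner, 52758 WT CTCF peaks were expected to remain, against 20151 in KO, and 47610 of WTLPS against 11576 in KOLPS. For SMC1, 62414 were expected against 29965, and with LPS 48831 against 17241. For p65 after LPS, 5248 were expected against 1752. The KO STAT5 library had a higher coverage than that of WT, at 1.70 fragments per base. Coverage is thus excluded as the whole cause in each case. A weaker immunoprecipitation would lower SMC1 peaks of the same strength alike. In group 9 of 10, CTCF-free SMC1 peaks of WT were kept in 99.6% of cases, against 18.2% with CTCF, and with LPS in 97.1% against 12.7%, which argues against it as the whole cause for SMC1. For CTCF, p65 and STAT5 it was not tested here and stays open beside the loss of CTCF. Apart from ChIP-seq, the study reports depleted CTCF mRNA and protein in CTCF-KO cells. It also reports less RelA entering the nucleus after LPS and weaker phosphorylation of STAT5 after GM-CSF.

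The H3K27me3 list of WTLPS held fewer peaks than that of WT, 65880 against 96475. With a common lowest −log10 p the WTLPS to WT ratio was 1.30. The lists ended at nearly the same −log10 q, between 1.003 and 1.005, and differ only in the lowest p. The direction thus depends on whether p or q sets the cut, and different thresholds of peak calling are not shown. KOLPS held still fewer, 26960. There a common lowest value left the KOLPS to WTLPS ratio at 0.438, and the KOLPS library, at 0.980 fragments per base, had a higher coverage than that of WTLPS, at 0.830. Neither accounts for the KOLPS number. Weaker enrichment in that library and an effect of LPS without CTCF were not tested.

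Regions that collect fragments without CTCF binding are a candidate explanation for CTCF peaks left in KO cells. KO peaks that a WT peak overlaps carried the CTCF motif in 15.6% of cases, against 0.165% in windows 1 kb away, but such places hold the motif whatever collects the fragments. Among WT CTCF peaks, those that a KO peak overlaps carried the motif in 18.5% of cases, against 4.22% of the others. This argues against fragments collected without regard to the motif as the whole cause. Residual CTCF and fragments collected at CTCF sites without CTCF cannot be told apart for these peaks. KO peaks without a WT peak carried it in 0.0213%, with 0.0320% in the windows beside them, while WTLPS peaks without a WT peak carried it in 0.690%. Of these KO peaks 58.7% lay at a KO H3K4me3 peak, against 18.3% of the others. These peaks may therefore be open promoters that collect fragments rather than CTCF sites.

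Some regions gave peaks with every antibody examined. The p65 lists, named as filtered against problem regions, were left out. Of 267161 merged regions in the other 26 lists, 17 had a peak in every list, and the strongest peak of 22 of the 26 lists lay in the same one of them, at Gm10800 on chromosome 2.

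Without LPS, SMC1 peaks of middle strength were kept in KO more often than stronger ones, while with LPS the strongest 10% were kept most often. A mix of CTCF-bound and CTCF-free sites is a possible explanation. Among the strongest 10% of WT SMC1 peaks, 95.9% overlapped a CTCF peak, and of these 39.6% were kept, against 99.2% of the 264 without CTCF. In group 7 the CTCF-bound made up 58.1% and were kept in 12.1% of cases, against 92.0% of the others.

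H3K4me3 peaks lay at the promoters of all 4 Y-linked genes examined (Kdm5d, Eif2s3y, Uty and Ddx3y) in WT and WTLPS and at none of them in KO and KOLPS. These genes and Xist were picked after peaks on chromosome Y had been counted. Weaker H3K4me3 enrichment in KO is argued against, since 100% of the 1122 autosomal WT promoter peaks of the same strength were kept in KO. Xist, which is active where an extra X chromosome is silenced, had an H3K4me3 peak at its promoter in KO (−log10 q 91.8) and KOLPS (−log10 q 34.7) and none in WT or WTLPS. This is consistent with WT H3K4me3 libraries from male and KO H3K4me3 libraries from female mice. In the H3K27ac lists all 4 Y-linked promoters had a peak and Xist none in each of the 4 conditions, so the H3K27ac and H3K4me3 libraries of KO may come from different animals. The study describes its controls as matched for sex, and how that relates to these H3K4me3 libraries cannot be told from the peaks. Differences of H3K4me3 between WT and KO, on chromosome X and elsewhere, may thus mix genotype and sex. The other lists were not examined at these promoters.

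The number of WT STAT5 peaks that no KO peak overlaps was 2882 here. That is lower than the value quoted from the study above, which rests on a difference in enrichment and not on overlap.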
